A study of Mus musculus with 2 samples. Its data were reported in "CDC7 inhibition induces replication stress-mediated aneuploid cells with an inflammatory phenotype sensitizing tumors to immune checkpoint blockade" (2023).

How the data were processed

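Libraries from 1 vehicle-treated and 1 TAK-931-treated J558 allograft were prepared by the authors with droplet 3′ chemistry. The deposited matrices hold raw counts of unique molecular identifiers (UMIs, the tags that count single transcripts) per gene and cell barcode, written by Cell Ranger 6.0.0 per the file headers, with no normalization. They list 32285 features with mouse identifiers; the methods name a human build, so the mouse build is not stated and no coordinates are given. The authors' later cell filter was not applied in the matrices. The vehicle library held 4565 barcodes and 144767193 UMIs and the TAK-931 library 6558 barcodes and 77369283 UMIs, and with 1 library per group the precision given is that of counting. Other data of the study were not analysed here.

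Barcodes with over 2000 genes and under 15% mitochondrial UMIs were kept, the limits stated in the methods. Counts were scaled to 10000 per cell and log-transformed with scanpy 1.11.5 and anndata 0.12.19, 2000 variable genes were scaled with a cap of 10, and 20 principal components were computed without integration of the libraries. A graph of 20 nearest neighbours weighted by shared neighbours was clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, resolution 0.5, 10 iterations, seed 0). Calculations used python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots matplotlib 3.10.9.

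Clusters were named from 14 fixed marker lists. A marker counted as detected when at least 25% of the cluster's cells had a UMI of it, its CPM with 5 added was at least 2 times the lower quartile over other clusters, and its CPM was at least 1/3 of the highest cluster's. The class with the largest mean log2 fold over its list was taken, with at least 3 detected markers required. A cluster stayed unnamed when another class had more markers among its 10 leading genes, taken by fold over the median of other clusters among genes in at least 25% of its cells. The same held for a tie at over 1.5 times the library's median UMIs, and for clusters under 1/3 of that median with no own marker among the leading genes. The marker lists, cell filters, gene lists, comparisons and most alternatives were fixed before the data were examined, but this naming rule was not: several versions were tried on the clusters and judged by the names they gave, not by the comparisons.

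Doublets were not removed, as the methods name no such step. Scrublet, run through scanpy in each library, called 18 of 4565 vehicle barcodes (0.394%) and 1 of 6558 TAK-931 barcodes (0.0152%), which is too few to have worked. Therefore 2 alternatives were added after seeing the data: removal of the top Scrublet scores (0.8% of barcodes per 1000 barcodes, 167 and 344 barcodes), and removal of cells whose marker scores reached 0.3 in 2 lineages (13 vehicle and 91 TAK-931 cells).

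Shares of cells carry exact Clopper-Pearson 95% intervals and differences Newcombe intervals. For gene lists, UMIs were summed per class and library and scaled to the total UMIs of the class (CPM), and the median log2 ratio was taken over genes with at least 10 UMIs in both sums together. Where a count was 0, 0.5 UMI was added to both. Intervals of medians came from 2000 binomial redraws, and percentiles from 10000 random lists drawn among the 200 genes nearest in expression. The lists were inflammatory cytokines and chemokines (15 genes), NF-kB targets (15), interferon-stimulated genes (22, of which 21 were among the features), MHC class I (9), p53 and senescence (17), S phase (43), G2/M (52), the CDC7 kinase and its substrate complex (5) and T cell activation and exhaustion (6). The CDC7 and S phase lists share Mcm2, Mcm4 and Mcm6. A class was compared with at least 10 cells in each library.

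Free RNA was estimated as the median, over markers of other lineages with at least 20 CPM in the whole library, of their CPM in a class relative to the whole library (all barcodes summed). After its subtraction 0.5 UMI was added to every gene. Named genes were the 5 highest and 5 lowest ratios per class among genes with at least 50 UMIs in the library where they were higher and a CPM there no lower than in all other cells. Mitochondrial, ribosomal, haemoglobin and immunoglobulin genes and unnamed models were left out. Folds against a count of 0 use a floor of 3 counts. T cell genes were given as CPM with exact Poisson intervals and as shares of cells thinned to 4000 UMIs.

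Alternatives were gene limits of over 1000 and over 500, mitochondrial limits of 10% and none, Scrublet calls removed, a resolution of 1.0, each library clustered on its own, each cell classed by its own markers, the mean of each cell's CPM, scaling by the median ratio over genes with at least 50 UMIs in each sum, free RNA subtracted, gene minimums of 50 and 1 UMI, and thinning to 2000 UMIs or none. The steps were tested on simulated data: 200 genes changed 4-fold were recovered at a median log2 ratio of 2.00, intervals covered the true ratio for 96.2% and 96.6% of genes, and all of 2596 simulated cells in 9 classes were named correctly (100%). That simulation had no free RNA, doublets or variation between animals. Class sums were single Poisson draws without spread between cells, so a coverage near the nominal level was built in. Simulated cells were drawn from the mean profile of classes set by the same markers, so their correct naming was largely built in. Neither value shows how the steps perform on the real clusters.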

Results

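Single-cell RNA sequencing was performed on J558 allografts from BALB/c mice after 6 days of dosing. J558 is a mouse plasmacytoma line that grows as a tumour in BALB/c mice and secretes an immunoglobulin. TAK-931 is an inhibitor of the replication kinase CDC7 and was given at 60 mg/kg once daily, and the vehicle was 0.5% methylcellulose. There was 1 library from vehicle-treated and 1 library from TAK-931-treated allografts, so there were no replicates and no spread between animals could be measured. All intervals below cover counting error only, and none carries a p-value. Those of CPM and of CPM ratios also leave out the spread between cells.

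The vehicle library held 4565 barcodes with 144767193 UMIs, a median of 34151 UMIs and 4690 genes per barcode. The TAK-931 library held 6558 barcodes with 77369283 UMIs, a median of 8156 UMIs and 2255 genes per barcode. Median mitochondrial shares were 5.13% in the vehicle and 6.51% in the TAK-931 library. After the filter on genes and mitochondrial UMIs, 3441 vehicle barcodes (75.4%) and 3488 TAK-931 barcodes (53.2%) were kept. The gene limit alone passed 75.6% and 54.6% of barcodes, and the mitochondrial limit alone passed 96.2% and 78.5%. Kept cells had a median of 40504 UMIs in the vehicle and 15097 UMIs in the TAK-931 library.

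**Figure D1:**
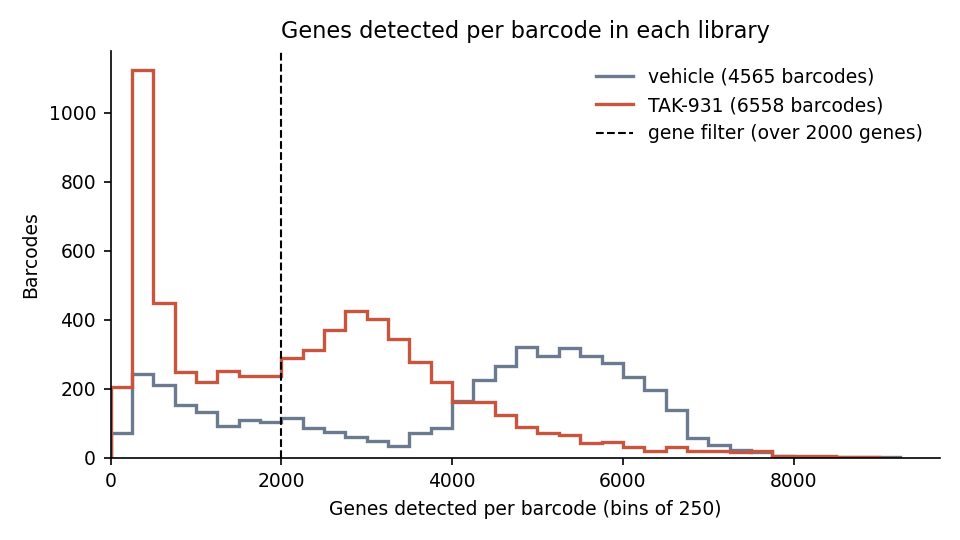
Number of barcodes (vertical axis) by genes detected per barcode (horizontal axis, bins of 250) in the vehicle library (4565 barcodes) and the TAK-931 library (6558 barcodes). The dashed line marks the limit of 2000 genes, which 75.6% of vehicle and 54.6% of TAK-931 barcodes passed.

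The cellular components of the allografts were compared to ask which cell classes differed in share between the treatments. J558 plasmacytoma-like cells made up 87.8% of vehicle cells (3022 of 3441, exact Clopper-Pearson 95% interval 86.7 to 88.9) and 2.81% of TAK-931 cells (98 of 3488, 2.29 to 3.41). The difference was -85.0 percentage points (Newcombe interval -86.2 to -83.7). Monocyte/macrophage-like cells took 6.25% (215 cells) of the vehicle and 57.6% (2010 cells) of the TAK-931 library, a difference of 51.4 points (49.5 to 53.2). CD8 T-like cells rose from 0.291% (10 cells) to 15.4% (536 cells), by 15.1 points (13.9 to 16.3). CD4 T-like cells rose from 0.0872% (3 cells) to 3.67% (128 cells), and NK-like cells from 0.291% (10 cells) to 2.67% (93 cells). Dendritic-like cells went from 1.28% (44 cells) to 7.48% (261 cells), endothelial-like cells from 2.499% (86 cells) to 6.91% (241 cells) and fibroblast-like cells from 0.639% (22 cells) to 1.61% (56 cells). The interval of each difference excluded 0. A cluster with mural markers stayed unnamed because more fibroblast markers were among its leading genes, and held 0.843% of vehicle (29 cells) and 1.86% of TAK-931 cells (65 cells). Of the alternatives tried, a limit of over 1000 genes moved a class share most, to 44.0 points for the monocyte/macrophage-like class.

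Several clusters came almost wholly from 1 library, so a difference between such clusters is also a difference between libraries. A cluster of endothelial-like cells held 79 vehicle cells and 1 TAK-931 cell, and another held 7 and 240. With a limit of 10% mitochondrial UMIs they instead formed 1 shared cluster of 81 vehicle and 173 TAK-931 cells. The largest J558 plasmacytoma-like cluster held 1027 vehicle cells and 12 TAK-931 cells. The larger dendritic-like cluster (38 and 195 cells) had T cell genes, Cd3g and Trbc2, among its leading genes, and 36 TAK-931 cells against 0 vehicle cells carried both T or NK and myeloid markers. A count of 0 among 3441 cells allows a share of up to 0.107%. The dendritic-like difference fell from 6.20 to 1.57 points when each cell was classed from its own markers.

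**Figure D2:**
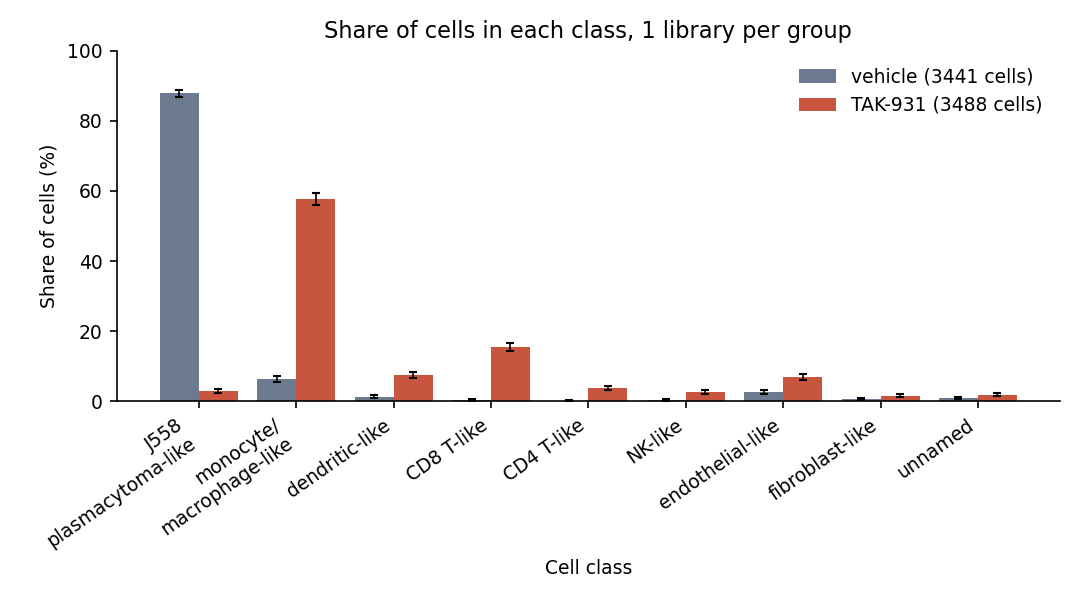
Share of cells in percent (vertical axis) for each cell class (horizontal axis) in the vehicle library (3441 cells) and the TAK-931 library (3488 cells). Bars are shares and error bars are exact 95% counting intervals; J558 plasmacytoma-like cells stand at 87.8% against 2.81% and monocyte/macrophage-like cells at 6.25% against 57.6%.

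Because fewer tumour cells raise the share of every other class, immune classes were also compared over immune cells alone, of which the vehicle library held 282 (8.20% of cells) and the TAK-931 library 3028 (86.8%). The gene limit left out further immune barcodes. With over 500 genes clustered, these held 32 vehicle and 248 TAK-931 T-like barcodes of open type and 28 and 132 NK-like barcodes. They also held 30 and 57 neutrophil-like and 12 and 20 B-like barcodes, classes absent from the kept cells. Under that limit only the monocyte/macrophage-like difference left its interval, at -3.59 points. CD8 T-like cells were 3.55% of vehicle (1.71 to 6.42) and 17.7% of TAK-931 immune cells (16.4 to 19.1), a difference of 14.2 points (11.01 to 16.3). CD4 T-like cells were 1.06% and 4.23%, 3.16 points apart (1.04 to 4.21). Monocyte/macrophage-like cells were 76.2% of vehicle and 66.4% of TAK-931 immune cells, a difference of -9.86 points (-14.8 to -4.31). The NK-like share was 3.55% against 3.07%, and a difference was not detectable at this depth (-0.475 points, -3.39 to 1.27). Dendritic-like cells were 15.6% and 8.62% of immune cells, -6.98 points apart (-11.8 to -3.07). The largest shift was that of the monocyte/macrophage-like difference to -33.5 points when each library was clustered on its own, where the dendritic-like and NK-like differences also changed sign, to 6.89 and 3.06 points.

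Fixed gene lists over all cells addressed whether inflammatory expression differed between whole allografts. The median log2 ratio of TAK-931 to vehicle CPM was 5.09 (4.91 to 5.24) for 15 inflammatory cytokine and chemokine genes, all of them higher. It was 2.73 for NF-kB target genes, 4.27 for interferon-stimulated genes, 1.82 for MHC class I genes and 5.74 for T cell activation and exhaustion genes. The p53 and senescence list had a median of 0.69 (0.54 to 0.84) with 9 genes higher and 8 lower. S phase genes had a median of -0.86, G2/M genes -0.85 and the CDC7 kinase and its substrate complex -0.50. Among 10000 random lists of matched expression the inflammatory, NF-kB, interferon and T cell medians lay at percentile 100, MHC class I at 99.2, p53 and senescence at 92.5, CDC7 at 17.7, and both cell cycle lists at 0. The median of all 18139 genes was itself shifted by 0.33, and that of 12335 genes with at least 50 UMIs in each sum by 0.16. Scaling by the latter moved 8 of the 9 medians outside their intervals, all but the inflammatory list; this constant is smaller than each of the medians, so it could not change a sign. The mean of each cell's CPM moved the inflammatory median most, to 3.73.

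The all-cell differences were split into a part from changed class shares of UMIs and a part from changed levels within classes. These shares of UMIs depend on UMIs per cell as well as on cell numbers. From vehicle to TAK-931 they went from 94.8% to 10.3% for J558 plasmacytoma-like cells. For monocyte/macrophage-like cells they went from 1.92% to 47.6%. Composition made up 78.9% of the difference in summed CPM for the inflammatory list, 85.4% for NF-kB target genes, 73.0% for interferon-stimulated genes and 65.8% for MHC class I genes. It made up 66.3% for the p53 and senescence list, 114% for S phase genes, 87.1% for G2/M genes, 101.2% for the CDC7 list and 96.4% for the T cell list; a part above 100% means that the within-class part went the other way. Under a resolution of 1.0 the T cell value moved most, to 67.4%.

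**Figure D3:**
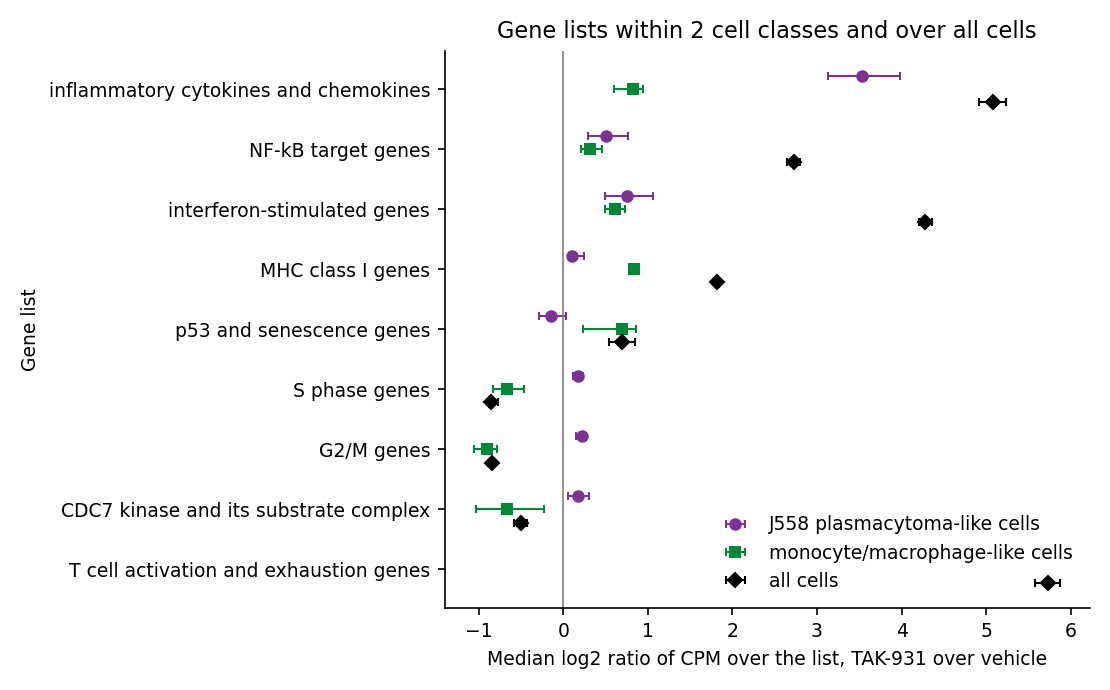
Median log2 ratio of TAK-931 to vehicle CPM (horizontal axis) for each gene list (vertical axis) in J558 plasmacytoma-like cells, monocyte/macrophage-like cells and all cells, with 95% counting intervals. The inflammatory list reads 3.53, 0.83 and 5.09, and the G2/M list 0.22, -0.90 and -0.85.

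Within J558 plasmacytoma-like cells (3022 vehicle and 98 TAK-931 cells, median 42411.5 and 72253.5 UMIs), lists were compared to ask whether tumour cells themselves differed. The inflammatory median was 3.53 (3.13 to 3.98), with all 11 counted genes higher and summed levels of 14.8 against 113 CPM. Subtraction of free RNA gave 4.03, with 6 of the 11 genes at 0 in a library, where the ratio rests on the 0.5 UMI added. The 10 TAK-931 cells with most of these UMIs held 57.3% of them, and without them the median was 2.46. In 1 cell lay 156 of the 312 Ccl5 UMIs. Interferon-stimulated genes had a median of 0.75 (0.49 to 1.06). The 7 of them above 10 CPM in vehicle cells had a median of -0.08 (-0.23 to 0.16), with single genes from -0.68 to 1.53. NF-kB target genes had a median of 0.50 (0.29 to 0.76), which was 0.087 after subtraction of free RNA. The MHC class I median was 0.10 (0.067 to 0.24), and p53 and senescence genes showed no detectable difference at -0.15 (-0.29 to 0.028). S phase genes (0.17, 0.12 to 0.23), G2/M genes (0.22, 0.15 to 0.25) and the CDC7 list (0.17, 0.053 to 0.31) were slightly higher. Against matched random lists the percentiles were 100 for the inflammatory and G2/M lists, 99.82 for NF-kB, 86.8 for MHC class I, 16.9 for p53 and senescence, and 88.9 for CDC7, with the interferon and S phase lists at 99.99. The estimated free RNA was 4.87% of vehicle and 1.74% of TAK-931 UMIs. A resolution of 1.0 moved the inflammatory median most, to 6.27, where a mixed cluster of 111 cells also took the J558 name.

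In monocyte/macrophage-like cells (215 and 2010 cells, median 10455 and 14479.0 UMIs), all 9 MHC class I genes were higher with a median of 0.83 (0.80 to 0.87). H2-D1 (ENSMUSG00000073411) went from 2390 to 5508 CPM. The inflammatory median was 0.83 (0.60 to 0.94), or 0.69 with a gene at 0 set to 3 counts, and Il1b (ENSMUSG00000027398) was lower at -0.55 (-0.63 to -0.47). Interferon-stimulated genes had a median of 0.62 (0.49 to 0.73), NF-kB target genes 0.32 (0.21 to 0.45) and p53 and senescence genes 0.69 (0.24 to 0.86). S phase genes fell by 0.67 (interval -0.84 to -0.46) and G2/M genes fell by 0.90 (interval -1.06 to -0.78) on the log2 scale. The CDC7 median was lower by 0.67 (interval -1.03 to -0.23), with 2 of its 5 genes higher and 3 lower. It was the same value as the S phase median, and the lists share Mcm genes, so it is not separate evidence. In a cluster with 119 vehicle cells the S phase median was -0.81 and the G2/M median -0.89, but in another with 94 they were 0.65 and 0.22. Percentiles among matched random lists were 100 for the inflammatory, interferon, MHC class I and p53 lists, 99.7 for NF-kB, 2.84 for CDC7 and 0 for both cell cycle lists. The median of genes with at least 50 UMIs in each sum was -0.10. Free RNA was estimated at 2.13% and 3.71% of UMIs. With over 500 genes per cell the p53 median moved most, to 0.14.

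The genes with the most extreme ratios in J558 plasmacytoma-like cells rested on few cells in several cases. Lcn2 (ENSMUSG00000026822) had a log2 ratio of 5.64 (4.97 to 6.35), with 98.6% of its 69 TAK-931 UMIs in 1 cell, and Plet1 (ENSMUSG00000032068) 4.83 with 95.6% in 1 cell. Both changed sign when each library was clustered on its own, to -0.76 and -0.61. Under the other 4 limits on genes and mitochondrial UMIs, Plet1 was at 0.63 to 0.73 and Lcn2 had 1 UMI in each library. Muc20 (ENSMUSG00000035638) had 4.10 (3.73 to 4.46) from 134 and 122 UMIs, Hsd17b13 (ENSMUSG00000034528) 3.71 and Fcmr (ENSMUSG00000042474) 2.71. Sv2c (ENSMUSG00000051111) went from 460 UMIs to 0, at least 8.15-fold lower, and Elavl3 (ENSMUSG00000003410) from 160 UMIs to 0, at least 2.83-fold lower. Krt14 (ENSMUSG00000045545), Krt17 (ENSMUSG00000035557) and Krt79 (ENSMUSG00000061397) were at least 6.71-fold, 4.85-fold and 3.22-fold lower, but a single vehicle cell held 98.2%, 99.6% and 98.9% of their UMIs.

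In monocyte/macrophage-like cells, Retnla (ENSMUSG00000061100) was at least 37.3-fold higher (0 against 1365 UMIs), with 76.6% of its UMIs in 1 cell. Olfr655 (ENSMUSG00000051182) was at least 4.02-fold higher with 56.5% in 1 cell, Inpp5j (ENSMUSG00000034570) at least 3.47-fold higher across 115 cells and Cd209d (ENSMUSG00000031495) at least 2.81-fold higher. Slc22a4 (ENSMUSG00000020334) had a log2 ratio of 3.74 (1.24 to 9.05) from 1 and 163 UMIs. Ccr3 (ENSMUSG00000035448) was lower at -4.97 (-5.45 to -4.50), Bank1 (ENSMUSG00000037922) at -4.24, Igfbp6 (ENSMUSG00000023046) at -3.61, Nxpe5 (ENSMUSG00000047592) at -3.55 and Adamdec1 (ENSMUSG00000022057) at -3.53.

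T cell activation and exhaustion genes were compared in CD8 T-like cells, of which the vehicle library held 10 (median 10887 UMIs) and the TAK-931 library 536 (median 14479.5 UMIs). Gzmb (ENSMUSG00000015437) stood at 326 CPM (exact Poisson interval 237 to 438) and 660.1 CPM (645 to 675), a log2 ratio of 1.02 (0.59 to 1.48). Lag3 (ENSMUSG00000030124) stood at 237 CPM (162 to 335) and 85.3 CPM (79.995 to 90.9), a ratio of -1.48 (-1.98 to -0.92). Pdcd1 (ENSMUSG00000026285) had 275 and 276 CPM, a ratio of 0.0075. Ratios of Gzmk (-0.32), Havcr2 (0.54) and Ctla4 (-0.65) had intervals that included 0. The vehicle values of Gzmb and Lag3 rested on 44 UMIs in 7 cells and 32 UMIs in 6 cells. Their intervals take each UMI as independent and leave out the spread between the 10 vehicle cells, so they are too narrow for a difference between cells. At 4000 UMIs per cell, Gzmb was detected in 40.0% of vehicle and 55.0% of TAK-931 cells, against 70.0% and 71.5% without thinning, and no cell was too shallow (0 in each library). Lag3 was detected in 40.0% and 28.2% of thinned cells, and for all 6 genes the interval of the difference in share included 0. In J558 plasmacytoma-like cells, which should lack these genes, the highest thinned share was 2.04% (Ctla4, 2 of 98 cells), or 20.4% without thinning. The vehicle Gzmb level moved most with over 500 genes, to 685 CPM against 699 in the TAK-931 library. It was 492 CPM without a mitochondrial limit or with each cell classed from its own markers. The vehicle share of thinned cells with Gzmb was 78.6% with over 1000 genes and 80.0% with over 500 genes. The TAK-931 share was at most 71.5% under any alternative, so the share difference changed direction there. The Gzmb difference thus depended on these choices. CD4 T-like cells numbered 3 in the vehicle library and were not compared. In the TAK-931 library (128 cells, median 13169.5 UMIs) Ctla4 (ENSMUSG00000026011) stood at 647 CPM and was detected in 87.5% of thinned and 96.1% of unthinned cells. With a limit of 10% mitochondrial UMIs it stood at 427 CPM and was detected in 69.9% of thinned cells. Ctla4 was itself among the leading genes of the CD4 T-like cluster, beside Ikzf2, Tnfrsf4, Icos and Tnfrsf18. The marker list of the class held Foxp3, Icos and Tnfrsf4, and regulatory and other CD4 T cells were not separated. Activation or exhaustion can therefore not be read from this level.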

Values the study reported

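The paper gives a T/C ratio of 49.7% at day 5 for TAK-931 in J558 allografts, at 60 mg/kg once daily, and an IC50 above 1000 nM for J558 cells in culture. For the mouse single-cell data it states a filter of over 2000 genes and under 15% mitochondrial counts.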

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

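The tests of T cell, NK, endothelial and monocyte/macrophage markers in low-gene barcodes were chosen after the result was seen, while those on cell cycle genes in monocyte/macrophage-like cells were set beforehand.

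The barcodes with over 500 and at most 2000 genes, which the gene limit left out of the main comparisons, carried a signal that differed between the libraries. Of these, 722 in the vehicle and 1147 in the TAK-931 library had under 15% mitochondrial UMIs, and the shares given here are of those. With over 500 genes clustered, monocyte/macrophage-like barcodes were 36.2% of the TAK-931 and 14.3% of the vehicle set. T-like barcodes whose CD4 or CD8 type stayed open were 21.6% against 4.43%, NK-like 11.5% against 3.88%, CD8 T-like 7.59% against 0.970%, CD4 T-like 3.23% against 0.416% and endothelial-like 6.97% against 0.970%. J558 plasmacytoma-like barcodes went the other way, from 55.5% in the vehicle to 4.53% in the TAK-931 set, as did dendritic-like (1.80% to 0.523%) and unnamed barcodes (11.9% to 0.959%). Neutrophil-like barcodes were 4.16% of the vehicle and 4.97% of the TAK-931 set, and B-like barcodes 1.66% and 1.74%. Both of these differences had intervals that included 0. Barcodes holding only free RNA would show other lineages' markers at about their whole-library level. Only T, NK, endothelial-like and monocyte/macrophage-like barcodes of the TAK-931 library were tested. Their highest class median was 5.15% of that level, which argues against free RNA as their whole content. These classes were named by their own markers, so low markers of other lineages are partly built in. A monocyte/macrophage-like cluster of 339 barcodes (median 1877 UMIs) had the J558 genes Iglc3 and Iglc1 among its leading genes. A part from free RNA stays open. Damaged cells, and a lower RNA content of lymphocytes together with the different composition of the 2 allografts, stay open; neither was tested. A treatment effect remains untested with 1 library per group.

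Cell cycle lists moved in opposite directions in the 2 largest classes. The median log2 ratio in J558 plasmacytoma-like cells minus that in monocyte/macrophage-like cells was 0.84 for S phase genes (0.8390), 1.12 for G2/M genes and 0.84 for the CDC7 list (0.8396), which shares Mcm genes with the S phase list. In monocyte/macrophage-like cells the CDC7 and S phase medians were the same value, and 2 of the 5 CDC7 genes were higher. The CDC7 list is thus not separate evidence. The difference between the classes was not tested. Free J558 RNA in vehicle monocyte/macrophage-like cells would bring cell cycle transcripts, but the J558 share of 1.98% accounted for only 12.8% of the excess of 752 CPM in G2/M genes. At 4000 UMIs per cell, 7 of 215 vehicle (3.26%) and 16 of 2010 TAK-931 cells (0.796%) had both Top2a and Mki67, a difference of -2.46 points (-5.78 to -0.719). Fewer dividing cells cannot be told apart from lower levels per cell by this share, because both genes belong to the G2/M list, and it rests on 7 vehicle cells. A shift in share between clusters would leave the ratios within a cluster near 0. The S phase and G2/M medians of -0.81 and -0.89 within a cluster of 119 vehicle and 833 TAK-931 cells argue against it as the whole cause. In a cluster of 94 vehicle and 1012 TAK-931 cells they were 0.65 and 0.22, so the fall was not shared by all monocyte/macrophage-like clusters. All 7 vehicle cells and 11 of the 16 TAK-931 cells with both Top2a and Mki67 lay in the cluster of 119 and 833 cells. A shift among cells within that cluster thus stays open and was not tested further. A treatment effect was not tested.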

How the results depend on the processing

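Removing the top Scrublet scores and removing mixed-lineage cells were chosen after the data were seen, and the other alternatives before. Over 103 results there were 1145 alternative values: 938 counted as the same, 204 as moved and 3 as reversed. Of 6 values with the other sign, reversed are the 3 whose main interval excluded 0; the others are the NK share of immune cells and, at 2 settings, the J558 p53 median. Moved means outside the interval of the main value, or, for the 90 composition parts, which have no interval, by 10 percentage points or more. Levels and shares of T cell genes have no sign and could not reverse, and scaling by the median ratio could not reverse a list. Removing the Scrublet calls left all 103 the same. Differences in share are percentage points and medians are log2 ratios, TAK-931 against vehicle, for all values given here; the cause of a shift was not tested unless stated.

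A limit of over 1000 genes gave, for shares of all cells, J558 -81.1, monocyte/macrophage 44.0, NK 4.44 and dendritic 3.48. J558 medians became MHC class I 0.060. Monocyte/macrophage medians became inflammatory 1.10, interferon 0.75, MHC class I 0.94, S phase -1.01 and G2/M -1.13. All-cell medians became inflammatory 4.89, G2/M -0.89 and T cell 5.19.

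A limit of over 500 genes gave, for shares of all cells, J558 -78.4, monocyte/macrophage 44.3, CD8 T 12.8, NK 3.88 and dendritic 3.04. Shares of immune cells became monocyte/macrophage -3.59. J558 medians became MHC class I 0.050. Monocyte/macrophage medians became inflammatory 1.15, NF-kB 0.47, interferon 0.85, MHC class I 0.98, p53 0.14, S phase -1.01 and G2/M -1.19. All-cell medians became inflammatory 4.88, interferon 4.21, G2/M -0.90 and T cell 5.14.

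A limit of 10% mitochondrial UMIs gave, for shares of all cells, CD4 T 4.98, dendritic 4.69, endothelial 2.94 and fibroblast 1.95. Shares of immune cells became CD4 T 4.41 and dendritic -13.5. J558 medians became inflammatory 4.04, MHC class I 0.013 and G2/M 0.27. All-cell medians became G2/M -0.81.

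Lifting the mitochondrial limit gave, for shares of all cells, dendritic 4.34. Shares of immune cells became monocyte/macrophage -3.88 and dendritic -15.0. J558 medians became inflammatory 4.54 and MHC class I 0.040.

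Resolution 1.0 gave, for shares of all cells, J558 -83.0 and dendritic 4.66. J558 medians became inflammatory 6.27, NF-kB 1.51, interferon 3.14, MHC class I 0.80, p53 0.16 and G2/M 0.12.

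Clustering each library on its own gave, for shares of all cells, J558 -86.4 and CD8 T 16.6. Shares of immune cells became monocyte/macrophage -33.5, CD8 T 19.3, CD4 T 4.29, NK 3.06 and dendritic 6.89. J558 medians became interferon 1.43, MHC class I 0.28 and S phase 0.28. Log2 ratio in J558 plasmacytoma-like cells became Lcn2 -0.76 and Plet1 -0.61.

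Classing each cell from its own markers gave, for shares of all cells, monocyte/macrophage 53.8, CD8 T 16.4 and dendritic 1.57. J558 medians became inflammatory 4.15, NF-kB 0.90, interferon 1.94, MHC class I 0.47, p53 0.17 and S phase 0.25.

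Removing the top Scrublet scores gave, for shares of all cells, monocyte/macrophage 53.9, dendritic 4.57 and endothelial 3.36. J558 medians became inflammatory 4.41. All-cell medians became MHC class I 1.84.

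Removing mixed-lineage cells gave, for all-cell medians, MHC class I 1.83 and G2/M -0.89.

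The mean of each cell's CPM gave, for J558 medians, MHC class I 0.041. Monocyte/macrophage medians became inflammatory 0.96, S phase -0.40 and G2/M -0.66. All-cell medians became inflammatory 3.73, NF-kB 2.39, interferon 3.29, MHC class I 1.78, S phase -1.19, G2/M -1.33, CDC7 -0.91 and T cell 4.72.

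Scaling by the median ratio over genes gave, for monocyte/macrophage medians, MHC class I 0.93. All-cell medians became NF-kB 2.57, interferon 4.12, MHC class I 1.67, p53 0.54, S phase -1.02, G2/M -1.001, CDC7 -0.66 and T cell 5.58.

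Subtracting free RNA gave, for J558 medians, inflammatory 4.03, NF-kB 0.087, interferon 0.49 and MHC class I 0.017.

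A minimum of 50 UMIs per gene gave, for J558 medians, interferon 0.46.

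A minimum of 1 UMI per gene gave, for J558 medians, interferon 1.17.

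At resolution 1.0 a mixed cluster of 111 cells (30 vehicle, 81 TAK-931) also took the J558 name; its part in the higher J558 medians was not tested. Lcn2 rested on 26 and 1 UMIs and Plet1 on 70 and 3 UMIs where they reversed. Under the other 4 limits on genes and mitochondrial UMIs Plet1 fell from 4.83 to 0.63, 0.63, 0.73 and 0.66, on 37 and 3 UMIs. Subtracting free RNA left 6 of the 11 inflammatory genes of J558 cells at 0 in a library, so its 4.03 rests on the 0.5 UMI added.

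T cell gene values moved in 79 of 360 alternatives, named genes moved in 13 of 226, and composition parts in 6 of 90. Subtraction of free RNA over all cells was planned but not run, since a whole library has no other lineage to take markers from. The clustering alternatives leave all-cell medians unchanged and were not run there. The 9 named genes with a count of 0 have no value under free RNA subtraction and the mean of each cell's CPM, nor do Krt14, Krt17, Krt79 and Lcn2 under the 4 other limits on genes and mitochondrial UMIs. No paired analysis was possible because each group had 1 library, and both are labelled replicate 1.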

Other observations

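The tests on the 10 J558 plasmacytoma-like cells, on the other J558 cells, on interferon genes, on library depth and on the number of droplets with J558 and T or NK markers were chosen only after the result was seen, and the remaining tests beforehand.

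Inflammatory genes in TAK-931 J558 plasmacytoma-like cells. The 10 cells with most UMIs of the list held 57.3% of 805 UMIs, where draws in proportion to depth gave a median of 22.6% and an upper bound of 24.97%. That argues against evenly spread free RNA for these 10 cells. Their T, NK and myeloid markers, none of them in the list, were 2.56 times those of the other J558 cells (1288 against 503 CPM), above the upper bound of 716 CPM from draws of 10 cells. Droplets that also held an immune cell may therefore account for part of the concentration. Only 4 of the 10 cells exceeded the 95th percentile of the other J558 cells (1144 CPM). All 98 cells stayed when mixed-lineage cells were removed. That score limit found 39.0% of simulated pairs of J558 and T cells and 10.4% of those with myeloid cells. Without the top Scrublet scores (94 cells left) the median log2 ratio was 4.41, so it did not fall. These removals gave no sign of mixed droplets but cannot exclude them. In the other 88 cells the list reached a median of 0.937% of its whole-library CPM. The median of 61 markers of other lineages there was 1.21% (middle range 0.562% to 1.71%). Over all 98 cells the list reached 2.12% and the markers 1.74% (1.01% to 2.52%). A median of 11 genes easily falls inside such a range of single genes, so its position does not decide the source. In the 88 cells the list was no higher than the markers, a level that free RNA could bring. Subtraction of the estimated free RNA moved the median log2 ratio from 3.53 to 4.03 but left 6 of the 11 genes at 0 in a library, so it decides nothing. A tumour-cell source of the inflammatory transcripts was thus neither shown nor excluded.

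Interferon-stimulated genes in the same cells. The 10 genes under 10 CPM in vehicle J558 cells gained a median of 1.70% of their whole-library CPM. Gains of single genes ran from -0.402% to 3.86%. The middle range of other lineages' markers over all J558 cells was 1.01% to 2.52%. A median inside so wide a range does not decide the source. Free RNA could bring this gain but was not shown to. The 7 genes above 10 CPM had a median of -0.08 (-0.23 to 0.16) but went both ways, from -0.68 (Irf9) to 1.53 (Isg15).

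UMIs per J558 plasmacytoma-like cell were 1.70 times higher in the TAK-931 library (1.54 to 1.90). The factor was 1.38 (1.23 to 1.47) in monocyte/macrophage-like, 0.919 (0.747 to 1.12) in endothelial-like, 0.983 (0.744 to 1.27) in fibroblast-like and 0.922 (0.629 to 1.32) in NK-like cells, all below the J558 interval. It was 1.45 (1.28 to 1.83) in dendritic-like and 1.33 (0.787 to 1.61) in CD8 T-like cells, which overlap it. The J558 factor was 1.23 times the monocyte/macrophage-like factor. A deeper library alone would raise all classes alike, and the first 4 of these classes argue against it as the whole cause. A part from depth cannot be told apart, because the dendritic-like and CD8 T-like intervals overlap that of J558. With over 500 genes the J558 factor was 1.02 (0.468 to 1.49), against 1.56 in monocyte/macrophage-like cells. Loss of low-UMI J558 cells to the gene limit may account for the difference, and no larger RNA content per tumour cell was shown.

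Endothelial-like cells of the libraries formed separate clusters with the limit of 15% mitochondrial UMIs, but 1 shared cluster of 81 vehicle and 173 TAK-931 cells with a limit of 10%, so the separation depended on that limit. Interferon-stimulated genes had a median log2 ratio of 0.87 and MHC class I genes of 1.69. After subtraction of the estimated 11.1% of free RNA from the TAK-931 cells the medians were 0.73 and 1.52, which argues against free RNA as the whole cause. H2-D1 was higher by 1.81 and Irgm1 by 2.55 on the log2 scale. A difference between the libraries other than free RNA was not tested, and a response of endothelial cells to treatment is a hypothesis only.

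Droplets with J558 and T or NK markers numbered 12 in the TAK-931 library and 0 in the vehicle library. All 12 were in the CD8 T-like class. Their median of 83953 UMIs was 6.29 times that of other T or NK cells (13354), which argues against free J558 RNA in T cells. Among 17 droplets with J558 and T, NK or myeloid markers, T or NK partners took 70.6% (44.0 to 89.7), where chance pairing gave 55.4%. The partners of J558 are thus consistent with chance pairing, although the share depended on the score limit, from 45.2% at 0.2 to 81.8% at 0.35. The number of droplets is a separate question. Set against 36 droplets with T or NK and myeloid markers, the 12 made up 25% (13.6 to 39.6), where chance pairing gave 3.92%, or 1.47 droplets. The interval excludes that expectation, which argues against chance pairing among the kept cells as the whole source of the number. The simulated detection rates were close for both kinds of pair (39.0% with J558 and 42.0% with myeloid cells). J558 cells numbered 98 after the filter and 146 with over 500 genes. J558 cells outside these counts could raise the expectation, so a part from chance pairing cannot be told apart from other sources. Incomplete dissociation and attachment of T cells to tumour cells were not tested.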
